A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

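Tail DNA of 8 mice was compared with the tail DNA of 1 reference male by array comparative genomic hybridization. The method measures copy number as the ratio of 2 fluorescent dyes at each probe. The labels give the strain of the animals and of the reference as C57BL/6, and the paper names its breeding mice C57BL/6J/Nrs. The animals were the sire, the dam and 6 offspring of a family that received no radiation (0 Gy), per the labels. Each animal was hybridized on 2 arrays with the dyes exchanged, which gave 16 arrays on 4 slides. The arrays of one animal carried the same DNA, so they were treated as technical repeats and each animal counted once.

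The spot signals were made by the authors with Feature Extraction version 10.7.1.1, per the file headers. The processed signals are a fluorescence intensity in arbitrary units, background-subtracted and scaled between the dyes by a linear factor, per the file headers. The spot and local background medians are an intensity with no normalization, per the file headers. The deposited scanner files also hold a log10 ratio of red over green signal, which entered none of the results. The deposited series matrix holds a log2 ratio with no centring. On all 16 arrays that ratio was the reference over the animal, since at least 99.968% of its rows matched the scanner signals within 0.001. The matrix has 65535 rows, which is 62.7% of the spots with a probe, and ends within chromosome 10, where 84.3% of the spots are present. The scanner files cover all chromosomes and were used throughout.

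Each array had 104472 spots with a probe, which held 100457 distinct probes of 45 to 60 bp. Of these, 100406 were autosomal, 48 were on the X chromosome and 3 on the Y chromosome, with positions on mm9 per the file headers. Control spots and spots marked by the scanning software as outliers in either dye were left out, 82 to 213 spots per array. The log2 ratio of the animal over the reference was computed from the processed signals, set to a median of 0 over the autosomal probes of each array, and averaged over repeated spots of a probe. The number of arrays limits the precision, and the disagreement between the dye-swap arrays is given with the results. The error given with the ratio of an animal (±) is the distance of its 2 arrays from their mean.

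A probe was counted as positive when the ratio passed 0.5 in the same direction on both arrays of the animal, after the rule of the study's second screening. A candidate region was at least 2 positive probes of one direction, within 3 probes and 5 kb of each other, on an autosome. The regions of the 8 animals were merged where they overlapped. A region was called in an animal that met this rule by itself, and positive in an animal with at least 1 positive probe of the region in its direction. The probe that had led the study to a region in its first screening was not known here, so that any 2 such probes counted. As background, the same rule was applied with the dye orientation of the second array reversed. A region then needs both arrays past 0.5 in opposite directions for the animal, which no copy number variant gives, and which counts any dye effect shared by the arrays. A de novo candidate was a region called in an offspring with no positive probe in the sire or the dam. These are array candidates, and no other assay of these regions was analysed here.

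The comparisons, tests, alternatives and the rule for naming regions were fixed before the data were examined, apart from the alternatives given below as chosen later. The rule named all de novo candidates up to 10, the 5 regions with most positive probes among those variable in the family and present in a parent, the 3 with most positive probes among those positive in all 8 animals, and for each limma test the 3 probes with the smallest adjusted p in each direction. Regions per animal were compared between offspring and parents by a two-sided exact permutation test over the 28 splits of 8 animals into 6 and 2. The share of offspring carrying a locus found in one parent was set against 50% by a two-sided exact binomial test, with regions of the same carriers within 1 Mb counted once. Intervals for shares are exact Clopper-Pearson 95% intervals and cover counting error only. Single probes were tested with limma 3.58.1 in R 4.3.3 on the mean of the dye-swap arrays of each animal, with Benjamini-Hochberg adjustment at 0.05. One fit compared 6 offspring with 2 parents and the other compared all 8 animals with a ratio of 0. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Both parents were on one slide without offspring, so that slide and generation cannot be told apart.

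The alternatives were normexp background correction with an offset of 50, no centring, loess within each array with a span of 0.3, the series matrix values, dim probes left out, outlier spots kept, thresholds of 0.8 and 0.4, at least 3 positive probes, adjacent probes only, the mean of both arrays in place of both arrays, 2 stricter or different definitions of a negative parent, and each animal left out in turn. The plan named mean signals for the normexp correction, and spot medians were used in their place because the scanner files hold medians. For limma they were a minimum difference of 0.25, slide as a random block, an intensity trend and means over windows of probes. Chosen after seeing the data were scan day as a block, probes sharing no bases, the shared dye component subtracted, at least 2 positive probes in every animal, and 2 restrictions of the loci in the test of inheritance.

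The region rule was tested on simulated data. Of 100 losses of -0.7 planted per animal, it recovered 57 to 75 when a loss covered 2 probes, 96 to 100 at 5 probes, and 100 at 15 probes. The limma fits were also tested on simulated data with 200 changed probes of 0.5 among 100406. The comparison of offspring with parents recovered 172 of them with 4 false calls, and the comparison of the family with the reference recovered 197 with 12 false calls. For sharing among unchanged animals, the deviations of each animal from the family mean were shuffled over windows of the same number of probes in 100 draws.

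The gene annotation at hand was on GRCm38 and the probes were on mm9. Positions were not converted, and the regions were not annotated with genes. To look for Y chromosome copies of chromosome 3, the Y sequence of GRCm38 was aligned to chromosome 3 of GRCm38 with minimap2 2.31. Stretches of at least 20000 bp with at least 90% identity were kept. Each was aligned back to the Y chromosome, and copies over at least 90% of its length were counted. The X and Y probes were left out of the region rule because the reference was male.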

Results

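Array comparative genomic hybridization was performed on tail DNA of a non-irradiated C57BL/6 family (C57BL/6J/Nrs in the paper). It consisted of a sire (n = 1), a dam (n = 1) and 6 offspring. Every animal was compared with the same reference male on 2 arrays with exchanged dyes. The custom array carried dense groups of probes around places picked in an earlier screening, so that the counts below refer to these places and not to the whole genome. Positions are on mm9. Between 97.7% and 99.6% of the spots of an array were well above background in both dyes, and no spot was saturated. The median processed signal was 780.1 to 855.4 in the green channel and 774.5 to 860.8 in the red channel.

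The dye-swap arrays gave the technical precision. The SD over autosomal probes of the deviation between the arrays of an animal was 0.181 ± 0.0238 on the log2 scale (SD, n = 8 animals), with a range from 0.156 in the dam to 0.216 in offspring 2. Loess within each array moved this value most, to 0.153. The arrays of each animal were negatively correlated over autosomal probes, from -0.341 in offspring 3 to -0.770 in offspring 1, across probes, which are not independent replicates. The part of the ratio that follows the dye was thus larger than the part that follows the animal, and it was shared between animals, with correlations across probes of 0.633 to 0.905 over the 28 pairs of animals.

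The sex chromosomes served as a control, since the reference was male. The mean log2 ratio of the 48 X probes was 0.85 ± 0.05 in the dam and 0.01 ± 0.08 in the sire, a difference of 0.85. It stayed between 0.81 and 0.88 in every alternative tried, and loess within each array moved it most, to 0.81. The 3 Y probes gave -2.30 ± 0.21 in the dam and -0.04 ± 0.07 in the sire. Offspring 1 to 4 had X ratios between -0.02 and 0.01 and Y ratios between -0.05 and -0.03. Offspring 5 had an X ratio of 0.75 ± 0.12 and a Y ratio of -1.72 ± 0.12, and offspring 6 had 0.77 ± 0.11 and -1.70 ± 0.15. No sex was given in the labels of the offspring, and none was assigned.

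The next comparison asked which regions of the family differed from the reference. There were 39 candidate regions, 36 losses and 3 gains. The gains, named here after their values were seen, were at chr4:101195442-101195742, chr12:96472968-96473054 and chr12:96475371-96475650. Of the 39 regions, 24 rested on 2 positive probes and 20 were called in a single animal. The same rule with reversed dye orientation gave 458 regions, mainly in offspring 1 with 244 and offspring 2 with 321. Without these 2 offspring the background was 78 regions, and the family still had 39. The dye effect was shared between animals and larger than the difference between them, so that the reversed rule counts it as regions, and the reversed count is no estimate of chance calls. The count of an animal was above its reversed count in the dam (13 against 8), offspring 3 (18 against 17) and offspring 4 (16 against 12). With the deviations of each animal shuffled over windows, the median was 36 regions, but this shuffling carries the regions of single animals along and is no estimate of chance calls either. The alternatives ranged from 10 regions at the threshold of 0.8 to 93 when the mean of both arrays had to pass 0.5, and at least 3 positive probes left 15.

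**Figure D1:**
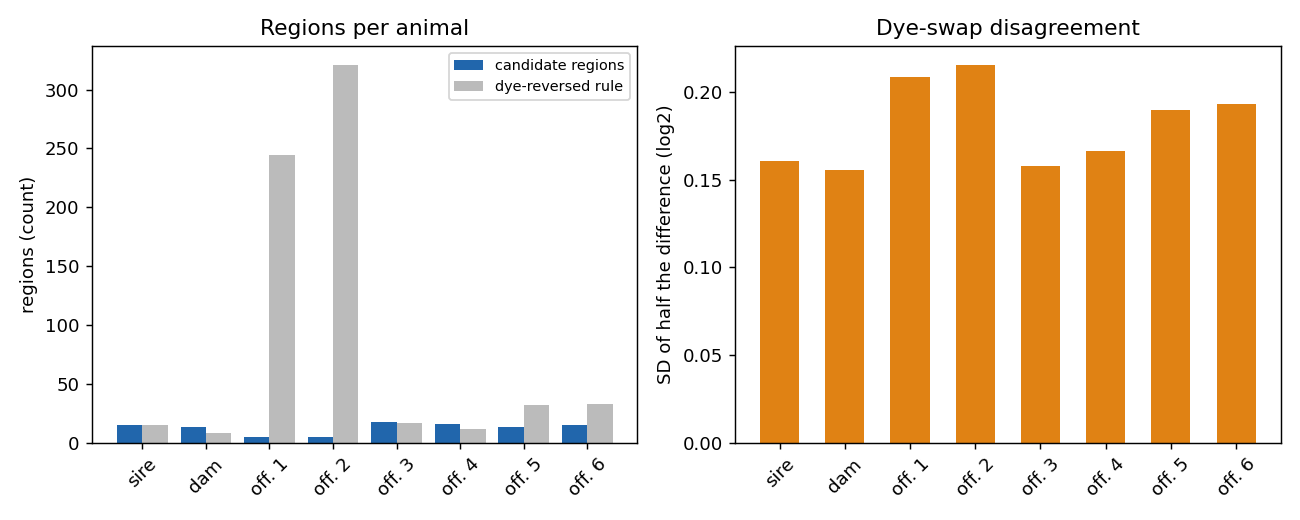
Left, number of candidate regions per animal (blue) and number under the dye-reversed rule (grey). Right, SD over autosomal probes of the dye-swap deviation per animal (log2), which was highest in offspring 1 at 0.208 and offspring 2 at 0.216, the animals with the fewest candidate regions (5 each).

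Many regions of 2 probes rested on dim probes. The median signal percentile of the probes was 50.4 for the 15 regions of at least 3 probes, with a range from 15.6 to 82.2. For the 17 losses of 2 probes called only in the sire, only in offspring 3 or only in these 2 animals, it was 2.96, with a range from 1.03 to 7.44. The other 7 regions of 2 probes ranged from 0.42 to 98.3, and 5 of them lay at 34.2 or higher. Leaving out dim probes reduced the candidate regions to 25.

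**Figure D2:**
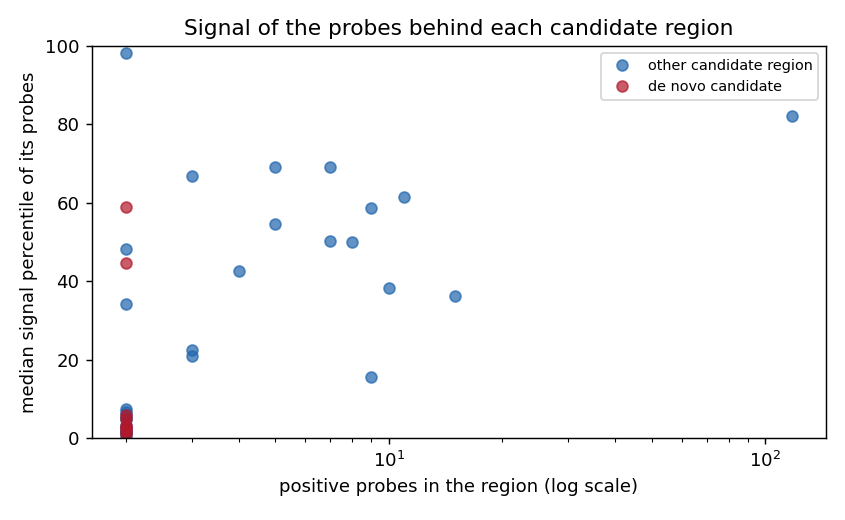
Positive probes in each of the 39 candidate regions (log scale) against the median signal percentile of these probes, with the 9 de novo candidates in red. All de novo candidates had 2 probes, and 7 of them lay below a percentile of 6.

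A region positive in all animals would point to the common reference. Losses in all 8 animals were found in 3 regions, all on chromosome 14. The region at chr14:54176697-54179061 (11 positive probes) had a mean log2 ratio of -0.55 ± 0.05 (SD, n = 8 animals). The region at chr14:53987183-53988866 (9 positive probes) had -0.54 ± 0.04 and the region at chr14:53984449-53986152 (7 positive probes) had -0.55 ± 0.05. These means lay close to the threshold of 0.5. No region met the rule with 2 positive probes in every one of the 8 animals, and with the threshold of 0.8 no region was positive in all 8. In 100 simulated sets of unchanged animals the highest number was 0. These sets had the family mean removed and the windows shuffled separately in each animal. A region shared by all 8 could hardly arise in them, so that the 0 decides nothing about a shared effect. With the shared dye component subtracted, an alternative chosen after seeing the data, the count rose to 6.

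De novo candidates were then sought, as the study compares offspring by their new variants. There were 9 such regions, 8 losses and 1 gain, all of 2 positive probes, and in 8 of them the probes shared bases. They occurred in 2 of 6 offspring (33.3%, exact 95% interval 4.33 to 77.7%). The dye-reversed rule, which counts the shared dye effect, gave 344 de novo regions and at least 1 in each of the 6 offspring. It gave 2 in offspring 3, 3 in offspring 4, 16 in offspring 5, 20 in offspring 6, 182 in offspring 1 and 242 in offspring 2. Seen the other way, the sire had 4 regions with no positive probe in any other animal and the dam had 0. Those of the sire, named after their values were seen, were losses starting at chr2:147348315, chr6:142946034, chr9:90730310 and chr19:23920429. Offspring 3 had mean ratios of -0.69, -0.46, -0.66 and -0.49 over them, in this order, and offspring 6 had -0.53 over the chromosome 9 region. The dam was above 0 in all 4.

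Offspring 3 had 7 of the 9 candidates, all losses. Its log2 ratios were -0.85 ± 0.08 at chr7:127071121-127071210, -0.80 ± 0.07 at chr3:80993907-80993968, -0.77 ± 0.17 at chr17:51798206-51798290 and -0.76 ± 0.04 at chr19:49999150-49999217. They were -0.75 ± 0.07 at chr16:21547959-21548146, -0.72 ± 0.13 at chr13:53303865-53303954 and -0.56 ± 0.00 at chr19:58224687-58224768. Over these 7 regions the sire averaged -0.39 ± 0.12 and the dam 0.20 ± 0.08 (SD over 7 regions). The sire was below 0 in all 7 and the dam above 0 in all 7. The probes of these 7 regions had a median signal percentile of 2.998. Offspring 4 had the loss at chr14:53984272-53984355 with -0.62 ± 0.03, where the sire had -0.40 ± 0.05 and the dam -0.43 ± 0.03. Offspring 4 also had the gain at chr12:96472968-96473054 with 0.61 ± 0.06, where the dam had 0.57 ± 0.24 and the sire -0.03 ± 0.14.

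**Figure D3:**
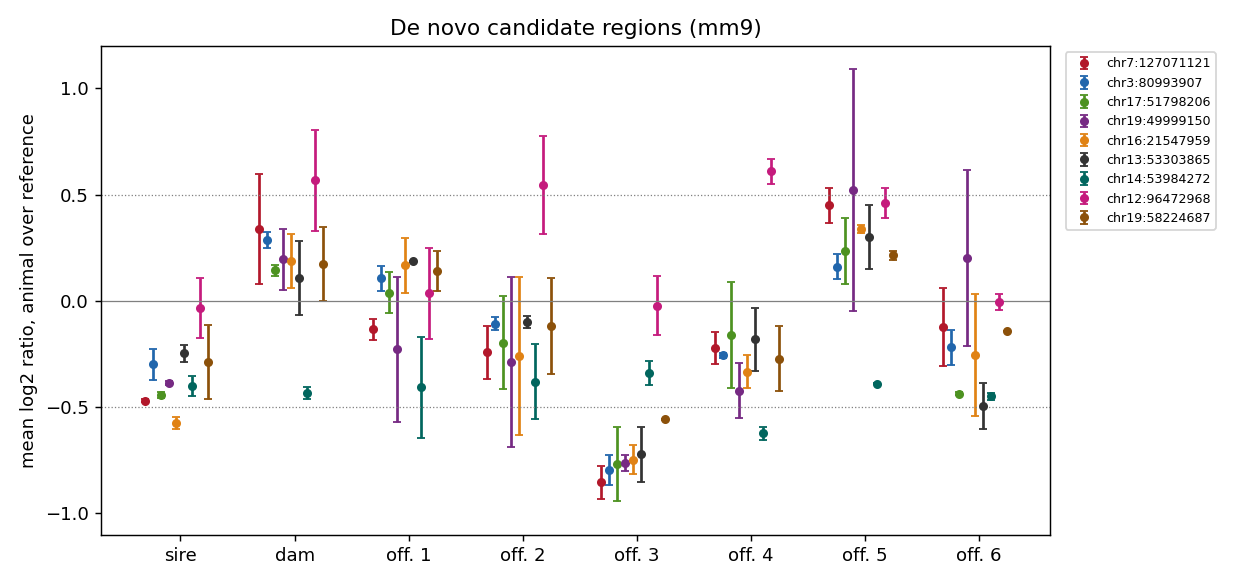
Mean log2 ratio of each animal over each of the 9 de novo candidate regions; bars are the deviation of the 2 arrays from their mean and dotted lines the thresholds of 0.5 and -0.5. Offspring 3 lies below -0.5 in 7 regions, in which the sire lies below 0 and the dam above 0.

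The de novo count depended on the rule. With at least 3 positive probes it was 0 in 0 offspring, and when the difference between an offspring and the mean of its parents had to pass 0.5 it was 17 in all 6 offspring. When both parents had to lie within 0.25 of 0, the loss at chr13:53303865-53303954 in offspring 3 remained, with -0.25 ± 0.04 in the sire and 0.11 ± 0.17 in the dam. When the probes of a region were not allowed to share bases, the loss at chr16:21547959-21548146 in offspring 3 remained. The sire averaged -0.58 ± 0.03 over it, although no single probe of the sire passed the threshold on both arrays. Without offspring 3 there were 2 de novo candidates in 1 offspring.

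The number of regions per animal was compared between generations. Offspring had 12 ± 5.66 regions (SD, n = 6) and parents had 14 ± 1.41 (SD, n = 2). The difference of -2.0 was not larger than the spread between animals (two-sided exact permutation test, p = 0.893, smallest possible p = 0.0357 with 28 splits). Counts were 15 in the sire, 13 in the dam, and 5, 5, 18, 16, 13 and 15 in offspring 1 to 6. The mean of both arrays in place of both arrays moved the difference most, to -13.2 (exact permutation p = 0.321). Both parents were on one slide, so no comparison within a slide was possible.

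A heterozygous variant of one parent is expected in 50% of the offspring, and the share of carriers was set against this. There were 23 loci positive in only one parent, 15 from the sire and 8 from the dam. Of 138 chances, 46 were positive (33.3%, exact 95% interval 25.5 to 41.9%), which was below 50% (two-sided exact binomial test, p = 0.000112). Loci of the sire were positive in 25 of 90 (27.8%, p = 2.97e-05) and loci of the dam in 21 of 48 (43.8%, p = 0.471). At 5 of the 8 loci of the dam the only offspring carrying them were offspring 5 and offspring 6, so that the 48 chances are not independent. The others, from chr10:8066869, chr12:96475371 and chr12:114969115, were carried by 4, 3 and 4 of 6 offspring. The difference between the parents was not tested. The 50% holds only if every carrier is found and the call in the parent is real. The region rule, which is stricter than the 1 positive probe asked of a carrier, found 57 to 75 of 100 planted losses of -0.7 over 2 probes per animal. Many loci of the sire were losses of 2 dim probes, for which a false call in the sire is not excluded. A share below 50% thus does not tell fewer carriers from missed ones or from false calls in the parent. The share depended on the region rule. With dim probes left out it was 40.0% (36 of 90, p = 0.0725), and with at least 3 positive probes it moved to 54.2% (26 of 48, p = 0.665), on the other side of 50%. One region, the loss at chr9:74330099-74330215, was positive in both parents and not in all animals.

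The region with most probes among those present in a parent was a loss of 118 positive probes at chr3:25416456-25451775, which spans 35320 bp. Its log2 ratio was -1.84 ± 0.02 in the dam, -1.66 ± 0.03 in offspring 5 and -1.66 ± 0.03 in offspring 6, and averaged 0.01 ± 0.01 in the other 5 animals (SD). The carriers were the animals with a low Y ratio. A locus on chromosome 10 held 3 losses with 29 positive probes, among them chr10:8068790-8070061 (15 positive probes) and chr10:8067492-8068576 (10 positive probes). These averaged -0.73 ± 0.04 and -0.67 ± 0.07 in the dam and offspring 1, 4, 5 and 6 (SD, n = 5), and 0.00 ± 0.01 and 0.01 ± 0.03 in the other 3 animals. A further locus on chromosome 12 comprised the losses at chr12:114969115-114970688 (9 positive probes) and chr12:114970787-114971598 (8 positive probes). They averaged -0.78 ± 0.06 and -0.63 ± 0.09 in the dam and offspring 2, 4, 5 and 6 (SD, n = 5), and 0.02 ± 0.06 and 0.02 ± 0.01 in the other 3 animals. At each of these 5 regions the carriers and the other animals did not overlap.

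**Figure D4:**
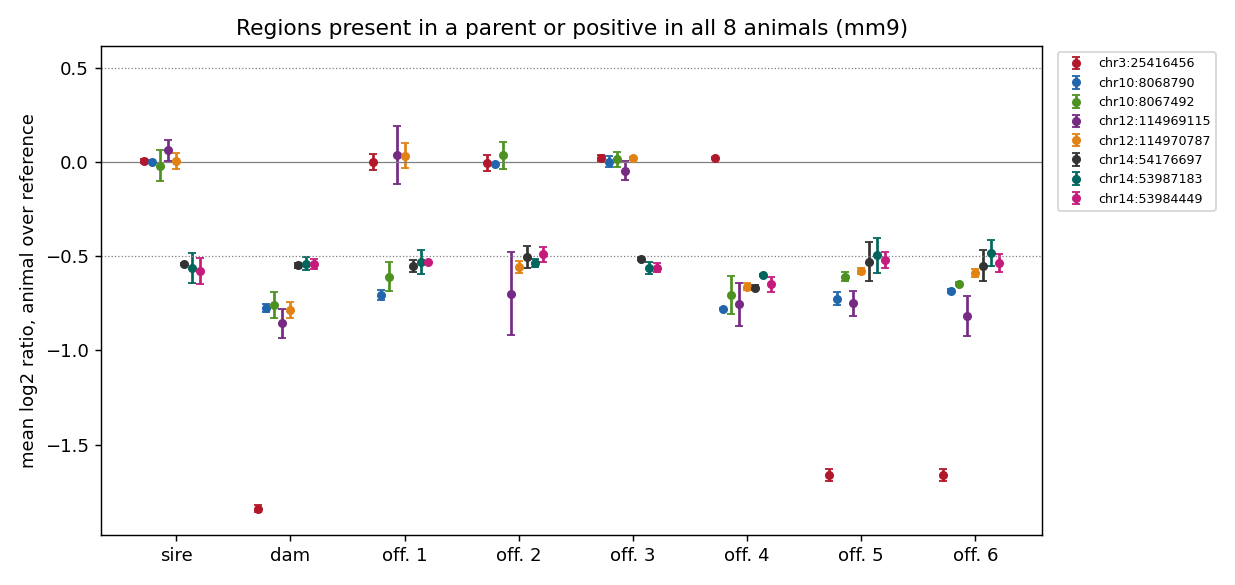
Mean log2 ratio of each animal over the 5 named regions found in a parent and the 3 regions positive in all 8 animals; bars are the deviation of the 2 arrays from their mean and dotted lines the thresholds. The regions of chromosomes 3, 10 and 12 lie near 0 in the animals without them, and those of chromosome 14 lie between -0.67 and -0.48 in all 8 animals.

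**Figure D5:**
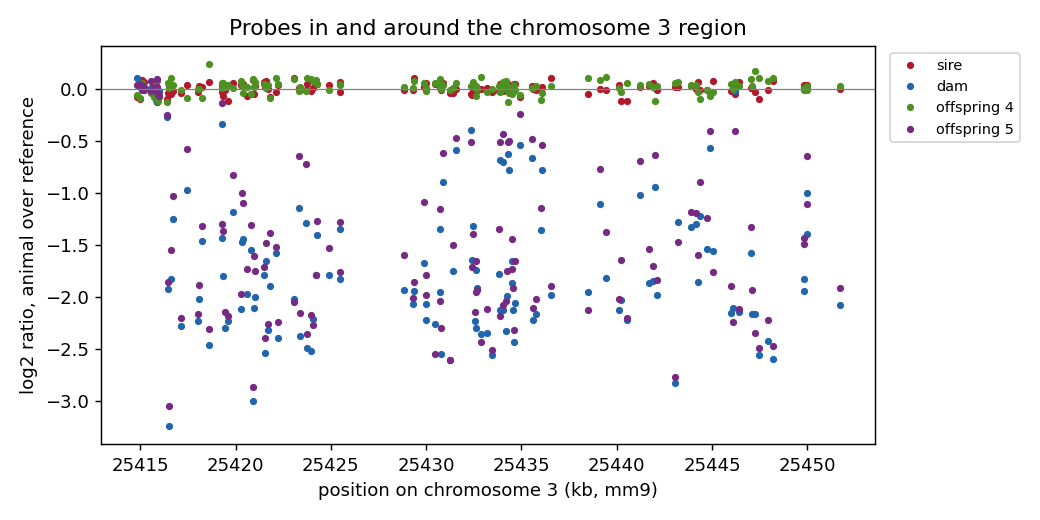
Log2 ratio of each probe against its position on chromosome 3 (kb, mm9) in the sire, the dam, offspring 4 and offspring 5. Most probes of the dam and offspring 5 lie below -0.5 from 25416456 onward, where those of the sire and offspring 4 stay near 0.

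Single probes were tested with limma. Between 6 offspring and 2 parents, 0 of 100403 autosomal probes differed after adjustment, and the smallest adjusted p was 0.983. At an unadjusted p under 0.05 there were 4114 probes, or 4.10%. The 3 probes with the smallest p that were higher in offspring were A_67_P08991611 (chr18:47960389-47960448, 0.67 ± 0.11 SE), A_67_P09042371 (chr18:69987187-69987246, 0.23 ± 0.04) and A_53_P100549 (chr15:9280900-9280959, 0.26 ± 0.04). Those lower in offspring were A_67_P00300679 (chr2:8821726-8821785, -0.47 ± 0.06), A_67_P03569424 (chr19:23919427-23919486, -0.29 ± 0.04) and A_67_P08138823 (chr14:64594139-64594198, -0.45 ± 0.08), each with an adjusted p of 0.983. At each of these 6 probes all 6 offspring lay beyond both parents. Without the sire, 2 probes were higher in offspring than in the dam, for which the lone parent was assumed to vary like the offspring. They were A_67_P13200831 at chr5:10712221-10712280 (1.30, limma adjusted p 0.00751) and A_67_P02106840 at chr10:39199229-39199282 (0.92, limma adjusted p 0.0109), and were named after their values were seen.

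Against the reference, 121 of 100406 autosomal probes differed in limma, 118 lower and 3 higher in the family, and 50 of them had a mean past 0.5. At an unadjusted p under 0.05 there were 10095 probes. The 8 animals are relatives and therefore not independent, and the reference was a single DNA. Of the 121 probes, 83 lay on chromosome 14 between 53984272 and 54181322, where the array has 93 probes, and 44 of these had a mean past 0.5. The span of 197051 bp includes a gap of 179608 bp without probes. The other 38 probes had a median absolute mean of 0.19, and 6 of them passed 0.5. The 3 probes with the smallest adjusted p among those lower were A_67_P19022770 (chr14:53985923-53985982, -0.52 ± 0.01 SE), A_67_P19023706 (chr14:54174718-54174777, -0.58 ± 0.02) and A_67_P19023727 (chr14:54178820-54178879, -0.55 ± 0.02), each with a limma adjusted p of 5.88e-08 and lower in all 8 animals. The 3 higher ones were A_67_P07959016 (chr13:95707465-95707524, 0.93 ± 0.07, adjusted p 8.13e-05), A_67_P12096222 (chr3:85421112-85421171, 0.24 ± 0.03, adjusted p 0.00531) and A_67_P05741126 (chr5:129504073-129504131, 0.30 ± 0.04, adjusted p 0.0229), each higher in all 8 animals. The series matrix values, which do not include chromosome 14, gave 4 probes, and an intensity trend in limma, the alternative with the largest absolute change, gave 268.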

Values the study reported

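To compare mutation rates between its groups, the study counted the offspring with de novo deletions that quantitative PCR had upheld. In its non-irradiated group, 7.1% of offspring (11 of 156) carried a de novo deletion. In its irradiated group the share was 20.4% (29 of 142). For the class of deletions the study called Type-L, the shares were 5.1% (8 of 156) and 15.5% (22 of 142).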

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

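All tests of explanations in this part were chosen after the results were seen. In 24 groups of 6 offspring values, the gap between the most extreme offspring and its nearest neighbour, divided by the range of the group, was compared with Dixon's 95% limit. The limit was passed in 2 groups. For 6 independent normal values, chance alone passes it in about 1 in 20 groups. The groups here include counts and regions picked because an offspring was extreme, so that this rate need not apply. Chance is not excluded for either.

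The first was the number of de novo candidates, which was 7 in offspring 3, 2 in offspring 4 and 0 in the other 4 offspring. The tables argue against a new loss present in offspring 3 alone, since the sire had a mean log2 ratio of -0.39 ± 0.12 over the 7 regions (SD over regions) and was below 0 in all 7. They also argue against an effect of the scan day. Offspring 5, scanned on the day of offspring 3, had 0.32 ± 0.13 and was above 0 in all 7, and the sire and the dam, scanned on the other day, differed in sign, with 0.20 ± 0.08 in the dam. An effect of the slide stays open. Offspring 4, on the slide of offspring 3, had -0.26 ± 0.09 and was below 0 in all 7. The slide holds only these 2 animals, so that its effect and a difference between offspring cannot be told apart, although the sire and the dam differed in sign on their common slide. The mean was below 0 in 5 of the 8 animals, which included offspring 2 with -0.19 and offspring 6 with -0.21. A candidate explanation is dim probes, because the 15 probes of these regions had a median signal percentile of 2.998, with a range from 0.242 to 6.60. The other 17 regions of 2 probes had a median percentile of 5.08, so that dim probes alone do not single out offspring 3, but with dim probes left out offspring 3 had 1 de novo candidate and offspring 4 had 2. With normexp background correction offspring 3 had none, and the candidates lay in offspring 4 and offspring 5. Probes with shared bases counted as separate support stay open. The probes overlapped in 6 of the 7 regions and in 15 of the other 17 regions of 2 probes, so that overlap and a difference particular to offspring 3 cannot be told apart by this count. None of this says why 5 of the 8 animals lean the same way. A loss passed on by the sire and short of the threshold in the sire stays open and was not tested.

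The second was the ratio over chr14:54176697-54179061, which was -0.67 in offspring 4 and -0.55 in the nearest other offspring. The tables argue against an effect of the slide, since offspring 3 on the same slide had -0.51. A wider ratio scale in offspring 4 could be the cause. Over 6 inherited regions outside chromosome 14, its ratios were larger than those of the other offspring carrying them by a median factor of 1.14, with a range from 0.999 to 1.25 and 5 factors above 1. The factor over the chromosome 14 region was 1.26. The scale and a real difference at this region cannot be told apart, because the 6 regions lie on 2 chromosomes and their factors spread from 0.999 to close to that of chromosome 14. A further variant of offspring 4 on chromosome 14 stays open as a biological explanation and was not tested.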

How the results depend on the processing

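Scan day as a block, probes sharing no bases, the shared dye component subtracted, 2 positive probes in every animal and the 2 restrictions of loci were chosen after seeing the data, and the other alternatives before. No paired analysis was possible because the groups share fewer than 2 replicate numbers. The X chromosome difference between dam and sire kept its size in all 6 alternatives, from 0.81 to 0.88. The series matrix values have no X probes and gave none. The difference in regions between offspring and parents stayed below 0 and without support in all 19, from -13.2 to -0.60.

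The number of candidate regions, 39, stayed within 1.5-fold in 14 of 21 alternatives. It moved to 20 with the series matrix values, 25 with dim probes left out, 10 at the threshold of 0.8, 73 at 0.4, 15 with at least 3 positive probes, 93 with the mean of both arrays and 17 with probes sharing no bases. The matrix holds fewer probes by construction.

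The 3 regions positive in all 8 animals became 0 with the series matrix values, which lack chromosome 14. They became 0 at the threshold of 0.8, 5 at 0.4, 1 with adjacent probes only, 6 with the shared dye component subtracted and 0 with 2 positive probes in every animal. The 1 with adjacent probes was at chr14:53987183-53987461. Of the 5 at the threshold of 0.4, named after their values were seen, 1 was at chr9:74330099-74330215 and the others started at chr14:53984272, chr14:53987183, chr14:54172526 and chr14:54176697. Without offspring 6 there were 4, with the chromosome 9 region added.

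The 9 de novo candidates moved in 11 of 21 alternatives. There were 4 with normexp background correction, namely losses from chr2:4438022, chr8:37019817 and chr14:53984272 and a gain from chr12:96472968. All 4 were in offspring 4, the gain also in offspring 5, and none was in offspring 3. There were 2 with the series matrix values, 3 with dim probes left out, and 15 at the threshold of 0.4. At the threshold of 0.8 there was 1, from chr10:8069868, which was not among the 9 and had a ratio of -0.89 in the dam. There were 0 with at least 3 positive probes, 17 with the mean of both arrays, 1 with parents within 0.25 of 0, 17 with the difference between offspring and parent mean, and 1 with probes sharing no bases. Without each offspring in turn there were 2 to 9, the lowest without offspring 3. Regions outside the naming rule were named after their values were seen.

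The offspring with a de novo candidate, 2 of 6, became 1 with the series matrix values, 1 at the threshold of 0.8, 4 at 0.4 and 0 with at least 3 positive probes. They became 4 with the mean of both arrays, 1 with parents within 0.25 of 0, 6 with the difference rule and 1 with probes sharing no bases. The number stayed at 2 with normexp background correction, but in offspring 4 and offspring 5. It also stayed at 2 with the shared dye component subtracted, in offspring 3 and offspring 5. Without each offspring in turn there were 1 to 2, with 1 left without offspring 3 or offspring 4. In the difference rule a region that one parent lacks counts for offspring like the other parent. The chromosome 3 region was counted in 6 offspring in this way.

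The share of offspring carrying loci of one parent, 33.3%, stayed below 50% and passed the test in 16 of 21 alternatives. It remained below 50% without passing the exact binomial test at 43.3% with normexp background correction (p = 0.246), 40.0% with dim probes left out (p = 0.0725), 39.6% at the threshold of 0.8 (p = 0.193) and 46.7% with probes sharing no bases (p = 0.699). It was on the other side, at 54.2%, with at least 3 positive probes (p = 0.665). Over all alternatives the p ranged from 1.63e-17 to 0.699. The 5 alternatives without a p under 0.05 rest on 48 to 90 chances in place of 138, and their shares were higher, whereas the series matrix values also rest on 90 chances and passed at 28.9% (p = 7.66e-05). Without each offspring in turn the share was 30.4 to 36.5%.

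The dye-swap disagreement of 0.181 moved to 0.205 with normexp background correction and 0.153 with loess. In limma, offspring and parents differed at 0 probes in 18 of 19 alternatives, with 2402 to 5815 probes at an unadjusted p under 0.05 outside the window means and series matrix. Without each animal in turn there were 0 to 2, the 2 without the sire. The 121 probes that differed from the reference became 268 with an intensity trend, 4 with the series matrix values and 6 of 6318 windows with window means. The 4 were A_67_P00990266 and A_67_P05404592 on chromosome 4, A_67_P13790067 on chromosome 5 and A_67_P01505360 on chromosome 7, with means from -0.27 to -0.18. Averaging over windows leaves fewer tests.

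Except where the construction of an alternative is named, the cause was not tested. The effect of signal over background on recovery was not simulated. Of 100 planted losses of -0.7 the rule found 57 to 75 at 2 probes, so that the absence of a small region in an animal does not exclude it.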

Other observations

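All tests in this part were chosen after the results were seen.

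In 5 regions on 5 chromosomes the dam, offspring 5 and offspring 6 were positive for a loss and no other animal was. Besides chr3:25416456-25451775 these started at chr7:126944817, chr9:13870826, chr10:9789141 and chr11:59716757, named after their values were seen. Over the 5 regions the dam averaged -1.18, offspring 5 -1.17 and offspring 6 -1.16. For the chromosome 3 region the tables argue against an autosomal deletion passed on by the dam. At a ratio of -1.84 the dam would lack most copies and leave every offspring lower, yet offspring 1 to 4 had a mean of 0.0112 ± 0.0132 (SD, n = 4) over the chromosome 3 region. They also argue against loci passed on independently, since 5 of the 8 loci of the dam shared the same offspring, and the chance that as many share any one set of offspring is 3.21e-06 when each offspring receives each locus at 50%. A candidate explanation is further copies of the chromosome 3 sequence on the Y chromosome, which the male reference would carry. GRCm38 holds a stretch of 40183 bp on chromosome 3, from 25517325 to 25557507, with 8 copies on the Y chromosome at 97.8 to 97.9% identity. It was the only stretch of at least 20000 bp and 90% identity that the search found between these chromosomes. The search used a single alignment setting and does not exclude others. The builds were not converted, so that the stretch was not matched to the region on mm9. Copies of the other 4 regions were not looked for. Without these 5 regions, the share of carriers at loci of one parent was 33.3% (36 of 108, exact binomial p = 0.000684). The loss from chr9:81668652, which follows the Y ratio in the opposite direction, was kept in this count. The opposite carriers, the sire and offspring 1 to 4, were found for the loss from chr9:81668652, with -1.63 in the sire and -0.28 in the dam. Offspring 5 had 0.83 and offspring 6 had 0.54 over it, unlike the dam. Its 2 probes shared bases and had a median signal percentile of 0.42, the lowest of all candidate regions. No explanation of this loss was tested.

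The Y ratio was less negative in offspring 5 and offspring 6 than in the dam, by a factor of 0.742. A narrower ratio scale in these offspring could be the cause. At 5 inherited autosomal losses, which lie at 2 loci, their ratios were smaller than in the dam by a median factor of 0.823, with a range from 0.731 to 0.916. The factor was 0.892 for the X probes. At the 5 regions lost in the dam and these offspring alone it ranged from 0.879 to 1.13, with 0.903 on chromosome 3 and 2 factors above 1, which goes against one narrower scale for all regions. The scale and a difference at the 3 Y probes cannot be told apart, because the factors spread on both sides of that of the Y chromosome and 3 of the 5 regions lost in these animals alone have 2 probes. A biological difference between the animals stays open and was not tested.

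Both de novo candidates of offspring 4 may be a variant of a parent just short of the threshold. Over the chromosome 12 gain the dam had 0.57, and the neighbouring gain at chr12:96475371-96475650 was positive in the dam and offspring 2, 4 and 5. Over the chromosome 14 loss the sire had -0.40 and the dam -0.43, and this place lies in the span where all 8 animals were low.

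Offspring 1 and offspring 2 had 5 candidate regions each and the largest dye-swap disagreement, and shared a slide. The larger dye effect of their slide was tested by subtracting the shared dye component. Their counts became 7 and 12, and the lowest count of another animal was 16. With loess within each array, which removes a dye effect that follows intensity, they became 8 and 9, and the lowest count of another animal was 11. The first leaves a gap and the second nearly closes it, so that the dye effect and a real difference cannot be told apart. Slide and animal cannot be told apart either, because no other animal was on this slide.

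The chromosome 14 regions were picked for being positive in all 8 animals, so that their spread between animals decides nothing. Over all 93 array probes of the span, positive or not, the mean log2 ratio was -0.44 ± 0.04 (SD, n = 8), from -0.52 in offspring 4 to -0.41 in offspring 6. Every animal was well below 0, which argues against a loss carried by only some animals of the family. It does not exclude a further variant in offspring 4, which had the lowest ratio here too. For comparison, 2 copies against 3 give a log2 ratio of -0.58. More copies in the reference DNA would give such a ratio in every animal, and no other sample of the reference was analysed here. The regions from chr14:54172709 and chr14:54179788 lie in the same span and were counted as loci of the sire. With loci low in all 8 animals left out, the share of carriers was 29.4% (37 of 126, exact binomial p = 4.10e-06).

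In the 1661 windows of 41 probes, the probe at place 21, the middle, had 146 positive calls over the 8 animals. The median of the other places was 5 and the highest 29. A candidate explanation is dim probes in the middle of the windows, since the median signal percentile of the middle probes was 5.15 and that of the other places 53.4. Positive calls at the middle could also follow from how these places were picked in the first screening, which was not tested. Of the 9 de novo candidates, 2 held such a middle probe.

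The share of offspring with a de novo candidate was 33.3% (2 of 6, exact 95% interval 4.33 to 77.7%), and across the alternatives 0 to 6 of 6 offspring had one. That is higher than the share of non-irradiated offspring with de novo deletions quoted from the study above. The interval includes that share, and the 2 shares rest on unlike measures. The study counted only deletions upheld by quantitative PCR, whereas the regions here are array candidates without a second assay. All de novo candidates here had 2 positive probes. In the study's non-irradiated group, quantitative PCR did not uphold most deletions with 2 positive probes in the second screening. The study also required a positive probe from its first screening, and kept mice with many new variants out of its share.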
